A study of Homo sapiens with 45 samples.

How the data were processed

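Messenger RNA was measured in 45 libraries of human HEK293F cells, 3 for each of 15 combinations of line (AC1.112, AC1.203, AC1.230, AC1P and 293F) and time after transfection (0, 24 and 72 h). Per the labels' protocols, cells grew in suspension, were moved to fresh medium for transfection with 3 plasmids, RNA was extracted from cell pellets with a column kit, and poly(A)-selected libraries were made with a kit that marks the strand.

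Each library's deposited file holds whole-number counts of reads per Ensembl gene for 60675 genes. Per the submitters' processing notes, the authors used HISAT2, Subread and featureCounts with the GRCh38 genome to make these counts; versions, the strand setting and the annotation release are not given in the sources used here. Without the strand setting, reads of a gene and of an antisense or overlapping gene cannot be told apart, and how reads shared by near-identical copies were counted is not given either, so such genes are treated as uncertain. Gene symbols came from a table that matched 56558 of the gene IDs, and coordinates, 1-based on GRCh38, from GENCODE release 29, which held 57055; the other 3620 IDs took 0.281% to 1.16% of the counts of a library and stayed in the tests. Counts on the mitochondrial chromosome made up 2.05% to 4.18% of a library. Plasmid and viral sequences were not analysed here.

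Groups came from the sample labels. Counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 15 groups (minimum count 10, minimum total 15), which left 21242, and libraries were scaled by the trimmed mean of M values (TMM). The quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) was run on all libraries together, so the groups share a common estimate of the spread, with no term beyond the 15 groups. Contrasts were the mean over the 5 lines, equally weighted, of 24 h minus 0 h, 72 h minus 0 h and 72 h minus 24 h, and each AC1 line minus 293F at 0 h. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Whether responses differed between lines was tested by an F test of the interaction with 4 degrees of freedom, called at an adjusted p under 0.05. Levels are given as CPM scaled by TMM, as mean ± SD of 3 libraries unless another n is given. For single genes in lists, rose and fell refer to an adjusted p under 0.05 with no minimum fold change. Under the alternatives, a call of a named gene counted as kept with an adjusted p under 0.05 and the same sign, with no minimum fold change. All adjusted p-values of genes are from edgeR unless DESeq2 is named.

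The 29 gene lists, the rule for the genes to name, the main tests and the alternatives listed first below were set before the data were examined. The lists were interferon-stimulated genes, nucleic acid sensors and interferon genes, NF-kB targets, immediate early genes, p53 and DNA damage targets, DNA repair, G1/S and DNA replication, G2/M and mitosis, replication-dependent histones, histone and DNA modifying enzymes, unfolded protein response, ATF4 and amino acid response, cholesterol and fatty acid synthesis, heat shock and chaperones, glycolysis and hypoxia response, nuclear oxidative phosphorylation, mitochondrially encoded genes, cytosolic ribosomal proteins, ribosome biogenesis, oxidative stress response, metallothioneins with a zinc exporter, lysosome and autophagy, AAV entry and trafficking factors, extracellular matrix and adhesion, neuronal, kidney, haematopoietic and fibroblast markers, and human sequences often carried on expression plasmids. Some genes belong to more than 1 list. Each list was compared with the other genes tested by camera in limma 3.58.1, with the correlation between genes preset to 0.01 and, as an alternative, estimated, adjusted over the lists of a contrast. Of 203 tests of a list in a contrast, 85 passed with the preset correlation and 35 with an estimated one, and all 35 were among the 85. Counts of members that rose and fell are given over all genes tested and adjusted over the list alone.

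The rule for the genes to name took, among protein-coding genes, the 8 called genes with the highest and the 8 with the lowest log2 fold change at 24 h and at 72 h against 0 h with a mean log2 CPM of at least 3 and the same sign in all 5 lines, 5 and 5 for 72 h against 24 h, and 4 and 4 for each line against 293F with that abundance in the higher group. It also took up to 4 called members of each list described (2 measured members if none was called), and the 4 genes with the smallest interaction p at each time. Fewer genes met the rule where fewer were called. The rule gave 550 pairs of gene and comparison, of which 234 are described, a choice made after values were seen; results for all 550 are counted with the alternatives. Members of a list counted in groups of 5 or fewer were named after values were seen.

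For a gene with no count in a group, the fold change is a lower bound against a floor of 3 counts over the group. For genes with few counts, the ratio of summed counts is given with an exact 95% interval. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only. Total counts per library were 24727028 to 59837051 (median 39247411). Replicates were compared in pairs for duplicates. Their counts differed by a chi-square of 4.08 to 23.6 per gene, above sampling noise, so all were counted as separate samples.

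The tests were checked on simulated counts with the real means and library sizes, in which 200 genes were changed. For 24 h against 0 h (20360 genes) 63 of 67 genes changed 1.5-fold, 67 of 67 changed 3-fold and 66 of 66 changed 6-fold passed, with 13 unchanged genes. For 72 h against 0 h (20335 genes) the numbers were 62, 67 and 66, with 4 unchanged genes. For the 4 line comparisons 51 to 54 of 67, 59 to 64 of 67 and 65 of 66 passed, and for the interaction at 72 h 48, 59 and 63. Recovery was not measured separately for genes with few counts or with a line at 0 counts, so these numbers do not cover them. Genes with a mean log2 CPM of -1 or less made up 364 of 501 called higher at 24 h and 830 of 1319 at 72 h. For the gene set test, a raised list of 29 genes passed, with 1 other list.

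The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter on low counts, no minimum fold change, only the groups compared in the fit, a replicate block, the estimated correlation in camera, the 0 h libraries split between the 24 h and 72 h contrasts, and leaving out each library in turn. Leaving out each line in turn and thinning every library to the smallest total (24727028 counts) were added after seeing the data. Chance overlap between 24 h and 72 h was taken from 10 draws of simulated unchanged groups. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 served for tables, intervals and plots. Genes of the Y chromosome, XIST and some further genes are not reported here.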

Results

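HEK293F cells, a suspension-adapted derivative of the human embryonic kidney line HEK293, were sampled during production of recombinant adeno-associated virus (rAAV). Production used transient transfection with 3 plasmids, a helper plasmid, a plasmid with the viral rep and cap genes, and a reporter plasmid whose insert lies between inverted terminal repeats (ITRs). Messenger RNA was sequenced from 5 lines, which the labels call AC1.112, AC1.203 and AC1.230 (clonal), AC1P (polyclonal) and 293F (wild type), at 0 h (before transfection), 24 h and 72 h, with 3 libraries per line and time and 45 libraries in all. The total count per library ranged from 24727028 to 59837051 with a median of 39247411. The labels do not say that replicate libraries came from separate cultures, so p-values measure only the spread between these samples, which may be technical. No library labelled as mock-transfected was analysed here, so each difference in time holds the effects of the plasmids, the transfection reagent, the fresh medium and the time in culture together.

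The line set the main division of the libraries. The first principal component of log2 CPM held 35.9% of the variance and separated 293F from the 4 AC1 lines, and the second held 14.1% and set AC1.203 apart. The next 2 held 9.4% and 6.47%. On each of these 4 components the libraries of at least 1 later time lay apart from the 0 h libraries of their line in all 5 lines, so time was not confined to one of them. Between pairs of lines at 0 h, the root mean square log2 difference over all genes tested was 0.53 (AC1P and AC1.112) to 0.92 (AC1.203 and AC1.230) among the AC1 lines, and it was 1.12 to 1.22 for each AC1 line against 293F. Replicate libraries correlated at 0.984 to 0.991 on the log2 CPM scale across genes, which are not independent replicates.

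**Figure D1:**
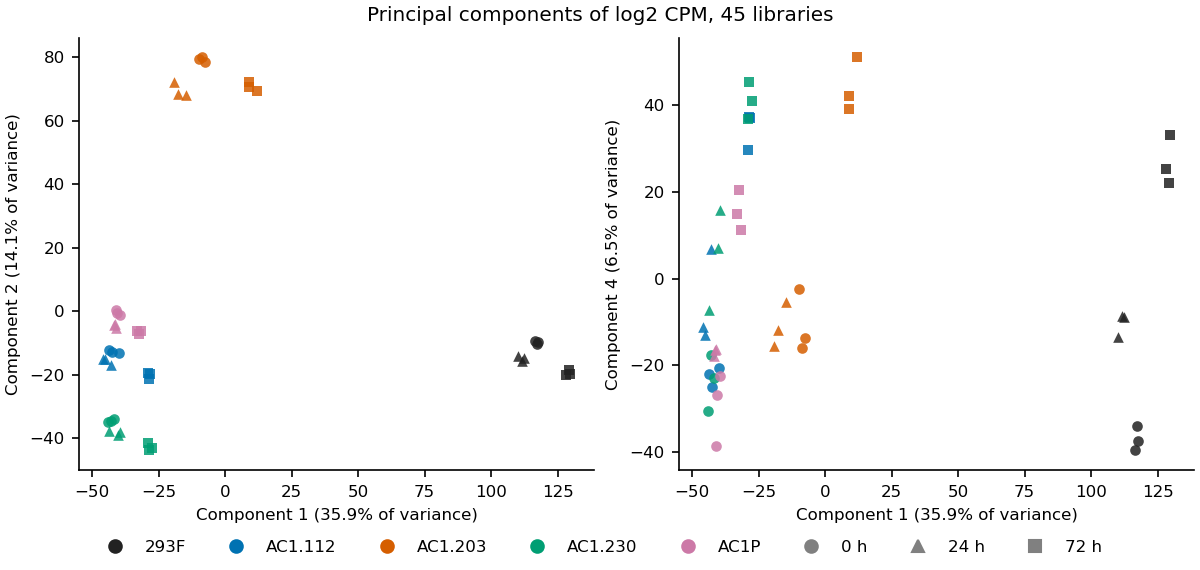
Scores of the 45 libraries on principal components 1, 2 and 4 of log2 CPM, with the percentage of variance on each axis, colour for the line and marker for the time. The 9 libraries of 293F lie apart from all libraries of the AC1 lines on the first component, which holds 35.9% of the variance.

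The first comparison asked how gene expression had changed 24 h after transfection. At 24 h the heat-shock gene HSPA6, which is barely expressed in unstressed cells, was 8.44-fold higher on average over the 5 lines (log2 fold change 3.08, SE 0.11, n = 15 libraries per time), and FOSB, an AP-1 transcription factor of the immediate early response, was 4.08-fold higher (2.03, SE 0.10). GADD45B, a stress-induced regulator of MAP kinase signalling (ENSG00000099860, chromosome 19, 2476122 to 2478259), rose in all 5 lines by 1.18 (SE 0.03, adjusted p = 1.14e-37). The inhibitors of differentiation ID2 (ENSG00000115738, chromosome 2, 8678845 to 8684453) and ID3 fell in all 5 lines, with log2 fold changes of -1.31 (SE 0.03, adjusted p = 4.31e-44) and -1.42 (SE 0.04), and INSIG1, which retains the sterol-sensing SREBP complex in the endoplasmic reticulum, changed by -1.03 (SE 0.02, adjusted p = 4.04e-47). In 293F, ID2 went from 40.1 ± 1.18 to 16.3 ± 1.90 CPM (SD, n = 3), and in AC1.112 from 132 ± 3.84 to 60.7 ± 2.12 CPM.

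The other moderately or highly expressed protein-coding genes with the largest changes in the same direction in all 5 lines were as follows. The splicing kinase CLK1 rose by 1.17 (SE 0.06), the arginine and serine rich protein gene RSRP1 by 1.05 (SE 0.09), the RNA-binding protein gene MEX3B by 1.04 (SE 0.04), the axonemal dynein gene DNAH17 by 1.01 (SE 0.08) and the secreted glycoprotein gene STC2 by 1.01 (SE 0.04). The histone H2B gene H2BC12L and ENSG00000274559 each changed by 1.00 (SE 0.06), and their counts are uncertain because reads of histone genes can come from near-identical copies. P-cadherin (CDH3, -1.12, SE 0.05), the fibrillar collagen genes COL3A1 (-1.08, SE 0.04) and COL5A1 (-1.06, SE 0.07) and HSD17B8, an enzyme of mitochondrial fatty acid synthesis (-1.02, SE 0.05), fell.

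Among the gene lists fixed in advance, inflammatory and immediate early genes rose as groups at 24 h. Of 29 measured NF-kB targets 14 rose and 1, TNFAIP2, fell (median log2 fold change 0.39, adjusted p = 0.000184 against other genes, 0.00197 with an estimated correlation). They included the chemokine genes CCL20 (1.21, SE 0.32) and CXCL2 (1.13, SE 0.23), and CXCL10 and CXCL11, which code for chemokines that attract T cells. The 2 last genes had few counts. CXCL11 had 160 at 24 h against 57 at 0 h over 15 libraries each (2.64-fold, 95% counting interval 1.94 to 3.63), and its call ended without AC1.230 24 h replicate 3 (1.12, adjusted p = 0.129). The modelled log2 value was 1.43, and 2.30 without AC1.230 0 h replicate 1. CXCL10 had 81 against 45 (1.69-fold, 1.16 to 2.49), and its call ended without AC1.112 24 h replicate 3 (0.87, adjusted p = 0.259). It also ended without AC1.203 (0.94, 0.0696), AC1P (0.94, 0.09925) or 293F (1.14, 0.06665). Of 29 immediate early genes 20 rose and 6 fell (median 0.36, adjusted p = 7.06e-08, 0.00197 with an estimated correlation). In the list of genes of the ATF4 and amino acid response 23 of 37 rose and 9 fell (median 0.14, adjusted p = 0.0231 with an estimated correlation), led by the glutathione-degrading enzyme gene CHAC1 (1.61, SE 0.09) and STC2. Of 36 ribosome biogenesis genes 27 rose and 2 (FBL and WDR12) fell (median 0.16, adjusted p = 0.0184 with an estimated correlation), among them RRP12 (0.50, SE 0.02) and RRS1 (0.47, SE 0.03). Adjusted over the list alone, these 4 lists gave the same counts.

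Replication-dependent histone genes, whose transcripts normally lack a poly(A) tail, were also higher at 24 h. Of 37 measured 18 rose and 1 fell over all genes tested and adjusted over the list alone, and the test against other genes gave an adjusted p of 1.15e-06 (0.0231 with an estimated correlation). The median was 0.42, and 0.50 when each gene's ratio was taken from counts summed over the lines, since some lines had no count of some of these genes. H3C6 changed by 1.84 (SE 0.29) and H2BC5 by 1.81 (SE 0.07). H3C12 had 102 counts against 30 (3.19-fold, 2.11 to 4.97), and its call ended without any of 4 single libraries, AC1.112 0 h replicate 1 (1.41, adjusted p = 0.0501), AC1P 0 h replicate 2 (1.37, 0.0518), AC1.230 24 h replicate 3 (1.39, 0.0865) and AC1.112 24 h replicate 2 (0.72, 0.976). It also ended without AC1P (1.49, 0.0939). The modelled value was 1.54, and 2.37 without AC1.203 0 h replicate 2. The member that fell, H1-3, had 60 counts at 24 h and 56 at 0 h (ratio of summed counts 1.01, 0.688 to 1.48), the opposite direction to its modelled mean over lines. The modelled log2 value of H1-3 was -1.79. Its call ended in DESeq2 (-1.47, adjusted p = 0.0724), with the replicate block (-1.76, 0.0802), without AC1.112 (-1.26, 0.137), AC1.203 (-1.73, 0.071) or AC1P (-1.09, 0.248). It also ended without any of 14 single libraries, AC1.112 0 h replicates 1 and 3 and all 3 at 24 h, AC1.203 replicate 1 at 0 h and at 24 h, AC1.230 0 h replicate 1 and 24 h replicate 3, 293F 0 h replicate 1, AC1P 0 h replicate 2 and all 3 at 24 h, with adjusted p from 0.0502 to 0.9999. The modelled value was -0.97 without AC1.230 0 h replicate 1, -1.10 without AC1.203 0 h replicate 1 and -1.55 without AC1P 0 h replicate 2. Without any other of these libraries it was -1.69 to -1.80. Histone genes share reads with near-identical copies, so counts of single members are uncertain. The libraries were poly(A)-selected, so these counts cover histone transcripts with a tail, and total histone mRNA was not measured.

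Genes of lipid synthesis, mitosis and the extracellular matrix fell as groups at 24 h. Of 34 genes of cholesterol and fatty acid synthesis 25 fell and 2 (DHCR7 and FADS1) rose (27 and 2 adjusted over the list alone), with a median of -0.19 (adjusted p = 8.77e-11, 0.0029 with an estimated correlation). Of 38 genes of G2/M and mitosis 29 fell and 3 (CDC20, FOXM1 and GTSE1) rose (30 and 3 adjusted over the list alone; median -0.14, adjusted p = 1.16e-07, 0.0159 with an estimated correlation), with UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, at -0.47 (SE 0.03) and securin (PTTG1) at -0.45 (SE 0.04). Of 39 genes of extracellular matrix and adhesion 23 fell and 8 rose, with the same counts adjusted over the list alone (median -0.18, adjusted p = 0.0159 with an estimated correlation). Of 7 measured fibroblast markers COL1A1, COL3A1, DCN and LUM fell and 0 rose (median -0.73, adjusted p = 0.00265 with an estimated correlation), with DCN, which codes for the matrix proteoglycan decorin, at -1.44 (SE 0.26). COL1A1 and COL3A1 also belong to the matrix list. In each list, the few members that moved against or made up the count were named after values were seen.

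Interferon-stimulated genes moved in both directions at 24 h, with 18 of 41 lower and 8 higher (19 and 10 adjusted over the list alone; median -0.07, adjusted p = 0.00263, 0.0231 with an estimated correlation). The antiviral factors BST2, also called tetherin (-1.23, SE 0.08), and TRIM22 (-1.09, SE 0.12) fell. IRF9, the DNA-binding part of the interferon-activated complex ISGF3, had 177 counts against 85 (1.96-fold, 1.5 to 2.56). The modelled fall of EPSTI1 (-1.31) rested largely on AC1.112. It ended without that line (-0.44, adjusted p = 0.134) and without its 0 h replicate 3 alone (-1.17, 0.0641). Of 12 nucleic acid sensors and interferon genes CGAS, TBK1 and SAMHD1 rose, and STING1 and TLR3 fell, with the same counts adjusted over the list alone (adjusted p = 0.887). The DNA sensor gene CGAS had 160 counts against 51 (2.95-fold, 2.14 to 4.12). Its call ended without AC1.230 24 h replicate 1 (0.79, adjusted p = 0.438), without 293F (0.92, 0.13) and with all libraries thinned to the smallest total (0.93, 0.108).

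Several further lists passed the test with a preset correlation between genes and not with an estimated one at 24 h. They were the 62 histone and DNA modifying enzymes (35 rose, 12 fell, median 0.09; adjusted p = 0.133 with an estimated correlation), the 24 genes of heat shock and chaperones (13 rose, and HSPA4, HSP90AB1, HSPB1 and FKBP4 fell; 15 and 4 adjusted over the list alone; adjusted p = 0.104 with an estimated correlation), and the 36 genes of glycolysis and hypoxia response (7 rose, 25 fell; adjusted p = 0.179 with an estimated correlation). The others were 46 nuclear genes of oxidative phosphorylation (39 fell and NDUFS3 rose, median -0.18; adjusted p = 0.323 with an estimated correlation), 79 cytosolic ribosomal proteins (52 fell, 56 adjusted over the list alone, and 0 rose, median -0.12; adjusted p = 0.619 with an estimated correlation) and 19 genes of the oxidative stress response (4 rose and 9 fell; adjusted p = 0.135 with an estimated correlation). Examples are RPL3 (-0.40, SE 0.02), RPL13A (-0.27, SE 0.03), the respiratory chain genes COX8A (-0.38, SE 0.03) and UQCRC2 (-0.36, SE 0.02), and, among genes of the oxidative stress response, the heme oxygenase gene HMOX1 (-0.95, SE 0.04) and PIR (-0.77, SE 0.04). Counts not given above for these lists were the same adjusted over the list alone.

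The remaining lists did not pass at 24 h with either correlation. Of 27 p53 and DNA damage targets 10 rose and 12 fell, with SESN2, which is also on the ATF4 list, at 0.66 (SE 0.03) and the cell cycle inhibitor CDKN1A at -0.47 (SE 0.02). Of 37 DNA repair genes 12 rose and 11 fell, of 47 genes of G1/S and DNA replication 18 and 13 (18 and 15 adjusted over the list alone), of 27 genes of the unfolded protein response 10 and 10, of 31 genes of lysosome and autophagy 8 and 11, and of 24 AAV entry and trafficking factors 6 and 14 (6 and 15 adjusted over the list alone). Of 13 mitochondrially encoded genes MT-ND6 and MT-CYB rose and MT-ND3, MT-CO1 and MT-CO2 fell, and of 5 metallothionein list genes SLC30A1 rose and MT1G, MT1X and MT2A fell, named after values were seen. The call of MT-ND6 (0.30) ended without 293F (0.22, adjusted p = 0.178). It also ended without AC1.112 0 h replicate 2 (0.0518) or 24 h replicate 3 (0.0725), AC1.203 0 h replicate 3 (0.0521) or 24 h replicate 3 (0.0584), AC1.230 24 h replicate 3 (0.0535) or 293F 24 h replicate 1 (0.056). The call of MT1G (-0.58) ended with thinning (-0.36, 0.309), with no filter on low counts (0.0584) and without AC1.112 (-0.31, 0.333), AC1.230 (0.111) or AC1P (0.0556). It also ended without AC1.112 0 h replicate 2 (0.0535) or 24 h replicate 3 (0.0525), 293F 0 h replicate 2 (-0.41, 0.289) or 24 h replicate 1 (0.0653), or AC1P 0 h replicate 2 (0.0505). Among lineage markers 8 of 20 neuronal genes rose and 7 fell, 6 of 18 kidney genes rose and 3 (LHX1, AQP1 and HOXD11) fell, and of 8 haematopoietic genes CD14, ITGAM, HBA1 and HBA2 rose and 3, SPI1 and CSF1R among them, fell. Where not stated, counts adjusted over the list alone were the same. The largest changes among neuronal genes were those of the microtubule regulator STMN4 (2.45, SE 0.23), the neurofilament gene NEFH (592 counts against 61, 9.12-fold, 7.0 to 12.1, but a modelled log2 mean over lines of 1.88), ELAVL3 (92 against 21, 4.12-fold, 2.54 to 6.96) and SNCG (-1.20, SE 0.14). For ELAVL3 the modelled log2 value was 2.45, and 3.15 without 293F 0 h replicate 3. CD14 had 152 counts against 55 (2.60-fold, 1.90 to 3.6). ITGAM had 144 against 86 (1.57-fold, 1.2 to 2.08). Its call ended without AC1.203 0 h replicate 1 (0.93, adjusted p = 0.0604) or 3 (0.91, 0.0671), AC1.203 24 h replicate 1 (0.91, 0.0691) or AC1P 24 h replicate 3 (0.87, 0.089). It also ended without the whole of AC1.203 (0.42, 0.326) or 293F (0.86, 0.132), and with thinning (0.90, 0.0638).

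The edgeR quasi-likelihood test called 764 of 21242 genes at 24 h (adjusted p under 0.05 and at least a 2-fold change), 501 higher and 263 lower. Without AC1.203 it called 464 higher and 152 lower, and the share of higher calls was 56.7% to 75.3% over the lines left out in turn. Without the minimum fold change 11301 passed, 5471 higher and 5830 lower, so most changes were smaller than 2-fold. Of the 764 genes 557 (72.9%) changed in the same direction in all 5 lines, against 30.4% of all genes tested, and 62 changed at least 2-fold in each line. These genes were called on their mean over the same lines, which raises that share by itself, so the contrast is not a test of consistency. In 146 of the 764 some line had no count at a time compared, which leaves the size of the modelled change uncertain for those genes.

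The beta-globin gene HBB (ENSG00000244734, chromosome 11, 5225464 to 5229395) went from almost no counts to a level seen in every library after transfection. It had 1 count over the 15 libraries at 0 h, 3067 over the 15 at 24 h (5.11 CPM) and 2658 over the 15 at 72 h (4.30 CPM). The ratio to 0 h was 2881 at 24 h (95% counting interval 517 to 113833) and 2426 at 72 h (435 to 95843). All 30 libraries taken after transfection had HBB counts. By line, HBB was at least 716-fold higher at 24 h in 293F, 144-fold in AC1.203, 54.9-fold in AC1.112 and 32.6-fold in AC1.230, against a floor of 3 counts over the group, and in AC1P, which had 1 count at 0 h, the ratio was 96.3 (16.9 to 3841). From 24 h to 72 h HBB went from 17.2 ± 1.03 to 6.05 ± 0.882 CPM in 293F (SD, n = 3), and from 0.773 ± 0.067 to 1.86 ± 0.393 CPM in AC1P, 0.846 ± 0.277 to 2.24 ± 0.385 in AC1.230, 1.52 ± 0.637 to 4.24 ± 0.669 in AC1.112 and 4.61 ± 0.638 to 6.36 ± 1.01 in AC1.203. Whether this step differed between lines was not tested. HBB belongs to a list of human sequences often carried on expression plasmids, of which 4 genes were measured. At 24 h 2 of them rose, HBB included, and EEF1A1 (-0.32) and PGK1 (-0.21) fell, named after values were seen, with the same counts adjusted over the list alone. The list did not pass at 24 h (adjusted p = 0.183), where its median of -0.04 and its mean differed in sign because of HBB.

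**Figure D2:**
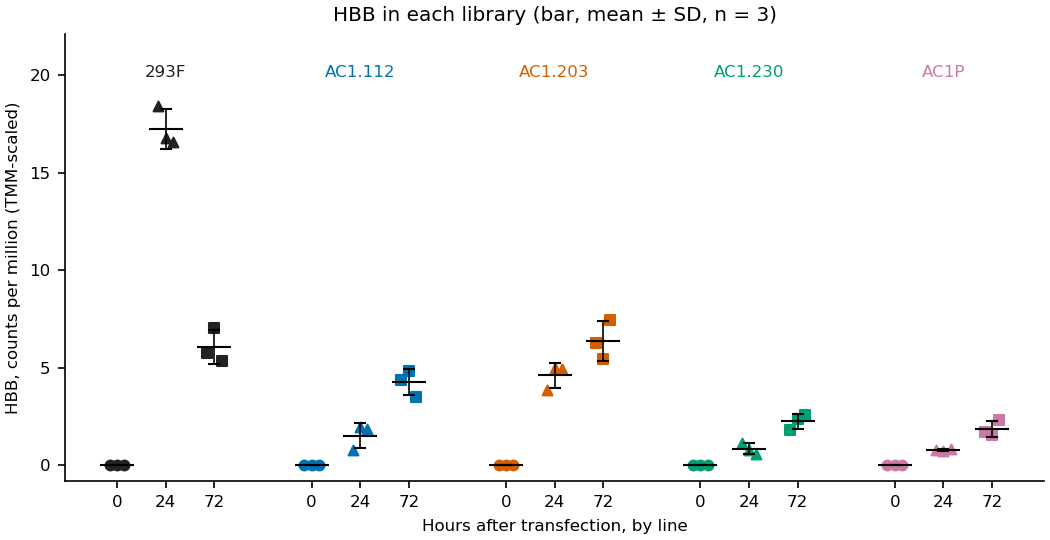
HBB level in CPM in each of the 45 libraries, by line and hours after transfection, with points for libraries and bars for the mean ± SD (n = 3). HBB had 1 count in total over the 15 libraries at 0 h and counts in all 30 libraries at 24 h and 72 h.

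The comparison of 72 h with 0 h asked the same question late in production. At 72 h the linker histone gene H1-2 (ENSG00000187837, chromosome 6, 26055787 to 26056428) was 2.23 higher on the log2 scale (SE 0.04, adjusted p = 1.12e-47), in 293F from 5.89 ± 0.16 to 57.2 ± 3.49 CPM (SD, n = 3). DNAH17 was 2.79 higher (SE 0.07), the microtubule regulator STMN4 4.29 higher (SE 0.17), and DHRS2, a dehydrogenase of the short-chain family, 1.46 higher (SE 0.04). The zinc transporter gene SLC30A2 (1.54, SE 0.07), RSRP1 (1.52, SE 0.09), SEC31B, a coat component of vesicles that leave the endoplasmic reticulum (1.47, SE 0.11), and GOLGA8A (1.37, SE 0.13) rose in all 5 lines, as did HIST2H2AA4 (2.02, SE 0.07). GOLGA8A and HIST2H2AA4 have near-identical copies and are uncertain. ID2 was the only gene of that abundance called lower in all 5 lines, at -1.17 (SE 0.03, adjusted p = 8.8e-42).

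Replication-dependent histone genes had the largest median log2 fold change of any fixed list at 72 h. Of 37 measured 26 rose and 3 (H1-4, H2AC12 and H4C3) fell, with the same counts adjusted over the list alone, 20 of them rising at least 2-fold. The median was 1.26, and 1.31 from counts summed over lines (adjusted p = 4.45e-23, 4.47e-05 with an estimated correlation). H3C6 changed by 3.05 (SE 0.22), H4C8 by 2.60 (SE 0.11) and H4C5 by 2.30 (SE 0.16). As at 24 h, single histone genes are uncertain because of near-identical copies. The rise was again seen in poly(A)-selected RNA, so it does not show whether total histone mRNA rose.

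NF-kB targets were again higher, with 22 of 29 rising and 2 (TNIP1 and SOD2) falling over all genes and adjusted over the list alone (median 0.73, 0.83 from counts summed over lines; adjusted p = 4.16e-05 with an estimated correlation). The cytokine genes IL6 (70 counts against 32, 2.00-fold, 1.30 to 3.14) and IL1A (76 against 34, 2.04-fold, 1.35 to 3.15) and the chemokine gene CCL5 (325 against 59, 5.03-fold, 3.8 to 6.75) were among them. Their modelled log2 means over lines were 1.62 (2.27 without AC1.112 0 h replicate 2), 2.03 and 1.35. The call of CCL5 ended without 293F (0.65, adjusted p = 0.132). CXCL10 had 145 counts against 45 (2.94-fold, 2.09 to 4.21), and its call ended without AC1P 72 h replicate 2 (1.10, adjusted p = 0.162). Of 29 immediate early genes 18 rose and 6 fell (20 and 6 adjusted over the list alone; median 0.33, adjusted p = 0.015 with an estimated correlation), with FOSB at 1.85 (SE 0.10), the ERK phosphatase gene DUSP6 at 1.31 (SE 0.19) and ZFP36, an mRNA decay factor, at 1.17 (SE 0.09). Of 27 p53 and DNA damage targets 15 rose and 4 (BAX, SESN1, CCNG1 and POLH) fell (15 and 5 adjusted over the list alone; median 0.06, adjusted p = 0.00608 with an estimated correlation), among them PLK3 (0.57, SE 0.06) and SESN2 (0.52, SE 0.03). HSPA6 was 1.98 higher (SE 0.13).

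Genes of mitosis, lipid synthesis and energy metabolism fell at 72 h. Of 38 G2/M and mitosis genes 35 fell and 0 rose (median -0.27, adjusted p = 1.8e-19, 6.05e-05 with an estimated correlation), with UBE2C and HMMR both at -0.52 (SE 0.03). Of 34 genes of cholesterol and fatty acid synthesis 29 fell and TM7SF2 rose (median -0.22, adjusted p = 0.00608 with an estimated correlation), with INSIG1 at -0.53 (SE 0.02). Of 46 nuclear genes of oxidative phosphorylation 45 fell and 0 rose (median -0.37, adjusted p = 0.0367 with an estimated correlation), with the respiratory subunit genes NDUFA4 (-0.57, SE 0.04) and NDUFA2 (-0.50, SE 0.04). Of 36 glycolysis and hypoxia genes 26 fell and 5 rose (median -0.22, adjusted p = 0.0367 with an estimated correlation), with PGK1 at -0.52 (SE 0.02). The 5 that rose were ADM, ANKRD37, BHLHE40, KDM3A and VEGFA (0.64, SE 0.05). For these 4 lists the counts adjusted over the list alone were the same, and their few rising members were named after values were seen, as were the falling histone, NF-kB and p53 genes.

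Lists that passed at 72 h with the preset correlation alone were the 79 cytosolic ribosomal proteins (78 fell and 0 rose, median -0.32; adjusted p = 0.178 with an estimated correlation), of which RPS3A was at -0.57 (SE 0.07), and 47 genes of G1/S and DNA replication (31 fell and 10 rose, median -0.13; adjusted p = 0.0918 with an estimated correlation), with POLE2 at -0.46 (SE 0.04) and E2F2 at 0.55 (SE 0.04). The same held for the ATF4 and amino acid response (17 of 37 rose and 10 fell; adjusted p = 0.234 with an estimated correlation), with CHAC1 at 1.39 (SE 0.09) and the stress cytokine gene GDF15 at 1.06 (SE 0.06), and for the oxidative stress response (4 of 19 rose and 11 fell; adjusted p = 0.071 with an estimated correlation). AAV entry and trafficking factors had 14 of 24 lower and 0 higher (14 and 1 adjusted over the list alone; median -0.09, adjusted p = 0.236 with an estimated correlation). For the first 4 lists the counts adjusted over the list alone were the same.

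No other list passed at 72 h. Of 41 interferon-stimulated genes 14 rose and 13 fell, with IRF9 at 403 counts against 85 (4.33-fold, 3.42 to 5.53) and ISG20, an antiviral exonuclease, at 1.04 (SE 0.12). Of 12 nucleic acid sensors CGAS (256 counts against 51, 4.58-fold, 3.38 to 6.32), DHX58, EIF2AK2, IFIH1 and IRF3 rose and STING1 and SAMHD1 fell. The counts of genes that rose and fell were 12 and 16 of 37 for DNA repair (13 and 16 adjusted over the list alone), 27 and 21 of 62 for histone and DNA modifying enzymes (29 and 21), 8 and 15 of 27 for the unfolded protein response (8 and 16), 7 and 15 of 24 for heat shock and chaperones (7 and 16), 8 and 17 of 36 for ribosome biogenesis (8 and 18), 9 and 18 of 31 for lysosome and autophagy, 16 and 13 of 39 for extracellular matrix and adhesion (16 and 14) and 6 and 2 of 13 for mitochondrially encoded genes, each parenthesis being adjusted over the list alone where it differed. SLC30A1 rose and MT1G, MT1X and MT2A fell in the metallothionein list. The call of MT1G (-0.80) ended without AC1.112 (-0.60, adjusted p = 0.0534), without 293F 0 h replicate 2 (-0.62, 0.0989) and with thinning (-0.54, 0.116). Median, mean and test differed in sign for DNA repair and the unfolded protein response, all near 0.

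Among lineage markers at 72 h, 8 of 20 neuronal genes rose and NEFL, NEFM, STMN3, GAP43 and UCHL1 fell. Beside STMN4, the neuronal tubulin gene TUBB3 changed by 1.46 (SE 0.34), ELAVL3 had 104 counts against 21 (4.52-fold, 2.81 to 7.61) and NEFH 239 against 61 (3.58-fold, 2.69 to 4.82, modelled log2 mean 1.21), whose call ended without 293F (0.82, adjusted p = 0.0822). For ELAVL3 the modelled log2 value was 2.58, with a range of 2.00 to 3.28 over the alternatives (3.28 without 293F 0 h replicate 3). Of 8 haematopoietic markers ITGAM (262 counts against 86, 2.78-fold, 2.17 to 3.59), CD14 (147 against 55, 2.44-fold, 1.78 to 3.39) and the alpha-globin genes HBA1 (1.13, SE 0.15) and HBA2 (1.09, SE 0.16) rose and CSF1R fell (4 and 2 adjusted over the list alone). HBA1 and HBA2 are near-identical copies of each other, so they are uncertain as single genes. The call of CD14 ended without AC1.112 (1.09, adjusted p = 0.053) and with all libraries thinned to the smallest total (0.95, adjusted p = 0.0518). Of 18 kidney markers EMX2, EYA1, GATA3, LRP2 and PODXL rose and WT1 and HOXA11 fell, and of 7 fibroblast markers COL1A1, PDGFRA and PDGFRB rose and COL3A1 and S100A4 fell (3 and 3 adjusted over the list alone). In the plasmid list HBB rose and 3, EEF1A1 and PGK1 among them, fell, and its median of -0.38 and mean differed in sign because of HBB. All members of these small counts were named after values were seen, and none of the 4 lineage lists passed.

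At 72 h the test called 1364 genes, 1319 higher (96.7%) and 45 lower (24 lower with thinning). Without the minimum fold change 12777 passed, 6479 higher and 6298 lower. Of the 1319 genes that were higher, 666 were protein-coding and 830 had a mean log2 CPM of -1 or less over the 45 libraries. The number of genes with at least 1 count per library was 23933 ± 821 at 0 h (SD, n = 15), 24490 ± 815 at 24 h and 25407 ± 794 at 72 h, with no matching of depth. In AC1P, the line with the lowest mean total at 72 h, the means were 24032, 24370 and 24302. Of the 1364 genes 1118 (82.0%) changed in the same direction in all 5 lines, against 45.1% of all genes tested, and 223 changed at least 2-fold in each. As at 24 h, calling genes on their mean over these lines raises that share by itself. In 227 of the 1364 genes some line had no count at a time compared.

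**Figure D3:**
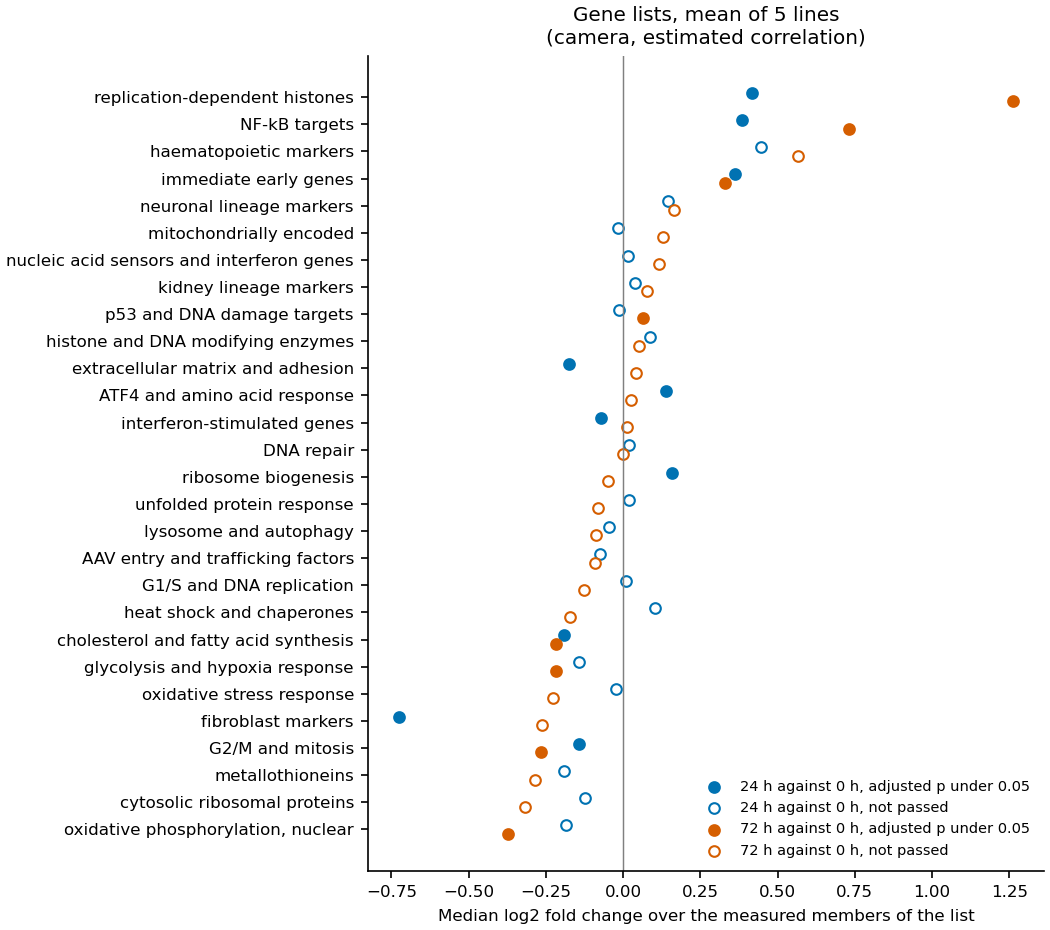
Median log2 fold change of the fixed gene lists, other than the plasmid sequences, at 24 h and 72 h against 0 h over the 5 lines, filled where the list passed with an estimated correlation and open where not. Replication-dependent histones (medians 0.42 and 1.26) and NF-kB targets (0.39 and 0.73) lie highest among the lists that passed, and fibroblast markers lie lowest at 24 h (-0.73).

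Between 24 h and 72 h the test called 931 genes, 884 higher and 47 lower (76 lower in DESeq2 and 73 without AC1P). Without the minimum fold change 12414 passed, 6281 higher and 6133 lower. DNAH17 rose by a further 1.77 (SE 0.06), HIST2H2AA4 by 1.45 (SE 0.06) and H1-2 by 1.41 (SE 0.04), and the glucosidase gene PGGHG (1.47, SE 0.10) and the cell adhesion gene ICAM5 (1.46, SE 0.06) also rose in all 5 lines. In this interval 22 of 41 interferon-stimulated genes rose and 2, IFIT5 among them, fell (median 0.27, adjusted p = 0.00872 with an estimated correlation), and 25 of 39 matrix and adhesion genes rose and 4 (ITGA6, CDH2, CD44 and VIM) fell (median 0.30, adjusted p = 0.0134 with an estimated correlation). Histones had 21 of 37 higher and 0 lower (median 0.62, 0.32 from counts summed over lines; adjusted p = 0.0127 with an estimated correlation).

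Heat shock genes fell between 24 h and 72 h, with 22 of 24 lower (23 adjusted over the list alone) and HSPB1 higher (median -0.30, adjusted p = 0.0284 with an estimated correlation). Ribosome biogenesis genes had 30 of 36 lower and 0 higher (30 and 1 adjusted over the list alone; median -0.24, adjusted p = 0.00872 with an estimated correlation). G1/S genes had 35 of 47 lower and 5 (CCND1, E2F1, LIG1, POLD1 and POLE) higher (36 and 5 adjusted over the list alone; adjusted p = 0.0408 with an estimated correlation), and G2/M genes 26 of 38 lower and 4 (CENPE, KIF2C, NUSAP1 and TOP2A) higher (27 and 5 adjusted over the list alone; adjusted p = 0.0417 with an estimated correlation). Of 27 p53 targets 16 rose and 5 (CCNG1, PHLDA3, PPM1D, SESN2 and TIGAR) fell (adjusted p = 0.00305 with an estimated correlation), and of 7 fibroblast markers 6 rose and 0 fell (6 and 1 adjusted over the list alone; adjusted p = 0.00872 with an estimated correlation). Small counts were named after values were seen, and where no other count is given it was the same adjusted over the list alone.

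With the preset correlation alone, 5 more lists passed between 24 h and 72 h. They were histone and DNA modifying enzymes (12 of 62 rose and 31 fell; adjusted p = 0.405 with an estimated correlation), glycolysis and hypoxia response (14 of 36 rose and 16 fell; adjusted p = 0.44 with an estimated correlation), oxidative phosphorylation (39 of 46 fell and NDUFV1 rose, 40 and 1 adjusted over the list alone; adjusted p = 0.297 with an estimated correlation), cytosolic ribosomal proteins (71 of 79 fell and 0 rose, 72 and 0 adjusted over the list alone; adjusted p = 0.44 with an estimated correlation) and the plasmid sequences (HBB rose and 3, EEF1A1 and PGK1 among them, fell; adjusted p = 0.0786 with an estimated correlation). The rise of HBB (0.62) is the modelled mean over lines. Its level summed over lines was lower at 72 h (4.30 against 5.11 CPM) because 293F, the line with most HBB at 24 h, went the other way. The other 15 lists did not pass in this interval.

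Changes at 24 h and 72 h were compared across genes, with the 0 h libraries shared by both. Of 501 genes called higher at 24 h, 349 (69.7%) were also called higher at 72 h, and of 263 called lower, 13 (4.94%) were also lower at 72 h; independent lists of these sizes would share 31.1 and 0.56 genes. Fold changes correlated at 0.58 across all genes (covariance 0.15), where simulated unchanged groups against shared controls gave 0.51 (covariance 0.0124, mean of 10 draws). The covariance above that of the simulation was 0.138. With the 0 h libraries split between the 2 contrasts (5 and 10 libraries), 303 of 571 genes called higher at 24 h were also higher at 72 h (independent lists 38), 4 of 169 called lower were also lower (0.27), the covariance was 0.182, and the correlation was 0.51.

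The lines were compared before transfection, each AC1 line against 293F. All these comparisons share the 293F libraries at 0 h, so a difference seen in several AC1 lines is not independent evidence from each. The labels do not say which lines produce more rAAV, so no comparison by yield was made. In AC1.112 the neurofilament gene NEFM (ENSG00000104722, chromosome 8, 24913012 to 24919098) was at 4414 ± 362 CPM (SD, n = 3) against 1.70 ± 0.346 in 293F, a log2 difference of 11.34 (SE 0.11, adjusted p = 1.46e-56), and the imprinted, retrotransposon-derived gene PEG10 was 8.85 higher (SE 0.09). The glycosyltransferase gene B3GALNT1 was at least 1246-fold and ZC3HAV1L at least 493-fold higher, since 293F had no count of either. OCIAD2 (ENSG00000145247, chromosome 4, 48885019 to 48906937), the Wnt receptor gene FZD10, the DNA repair gene MGMT and FAM50B had no count in AC1.112 and were at least 1011-fold, 748-fold, 599-fold and 559-fold lower than in 293F. The edgeR test called 4987 genes, 1821 higher and 3166 lower in AC1.112.

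Among the fixed lists in AC1.112, 20 of 27 p53 and DNA damage targets were higher and 4 (GADD45A, PMAIP1, TIGAR and TP53I3) lower than in 293F (21 and 4 adjusted over the list alone; median 0.51, adjusted p = 1.9e-05 with an estimated correlation). They included TP53INP1 (2.04, SE 0.08), the death receptor gene FAS (1.82, SE 0.07) and ZMAT3 (1.81, SE 0.05), while TP53I3 was at -2.24 (SE 0.12). Of 79 cytosolic ribosomal protein genes 77 were higher and RPL17 lower, with the same counts adjusted over the list alone (median 0.91, adjusted p = 7.81e-26; adjusted p = 0.233 with an estimated correlation), among them RPL7 (1.53, SE 0.06), RPL30 (1.53, SE 0.05) and RPS12 (1.5, SE 0.09). The members of the small counts were named after values were seen.

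Other genes of the fixed lists differed strongly between AC1.112 and 293F. The matrix gene TNC (5.58, SE 0.07), the adhesion genes CD44 (2.99) and L1CAM (2.72), the pluripotency-associated factor KLF4 (3.76), the neurofilament gene NEFL (3.19, SE 0.05) and the zinc exporter gene SLC30A1 (1.92, SE 0.07) were higher. E-cadherin (CDH1) was 372-fold lower (95% counting interval 145 to 1366; 4 counts in AC1.112; modelled log2 -8.42, and -7.69 without AC1.112 0 h replicate 1), the RNA sensor gene IFIH1 89.9-fold (52.4 to 169) and the secretory granule gene CHGA 23.9-fold lower (13.5 to 46.7), and PARP14 had no count (at least 302-fold lower). The kidney transcription factor PAX2 (-2.41), the endocytic receptor gene LRP2 (-2.26), the quinone reductase gene NQO1 (-3.27), HMOX1 (-2.08) and HSPA1A (-2.31, SE 0.06; reads shared with its copy HSPA1B) were lower. CD14 was higher with 27 counts against 7 (4.42-fold, 1.88 to 12; modelled log2 2.08, and 3.23 without 293F 0 h replicate 1), and its call ended without AC1.112 0 h replicate 1 (1.92, adjusted p = 0.0998) or 293F 0 h replicate 2 (1.68, 0.114) or 3 (1.78, 0.0914).

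AC1.203 differed from 293F by 4038 called genes, 1549 higher and 2489 lower. NEFM was at 4278 ± 352 CPM (log2 difference 11.29, SE 0.11), SLITRK2, a neuronal adhesion gene, had 1173 counts against 1, which was in 293F replicate 1 (1581-fold, 283 to 62498), and ZC3HAV1L and the receptor subunit gene RAMP1 were at least 512-fold and 335-fold higher. ARHGEF5, FAM111B, OCIAD2 and P4HTM had no count in AC1.203 and were at least 1247-fold, 1212-fold, 859-fold and 653-fold lower. Of 27 p53 targets 21 were higher and AEN, TIGAR, TP53I3 and XPC lower (22 and 4 adjusted over the list alone; median 0.43, adjusted p = 0.000188 with an estimated correlation), with ZMAT3 at 1.43 (SE 0.05), TNFRSF10B at 1.26 (SE 0.05) and FAS at 1.21 (SE 0.07).

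In AC1.203 cholesterol and fatty acid synthesis genes were lower, with 23 of 34 below 293F and 4, CYP51A1, FADS1 and SREBF1 among them, above (24 and 4 adjusted over the list alone; median -0.44, adjusted p = 0.0326 with an estimated correlation). Of 5 metallothionein list genes MT1G, MT1X, MT2A and SLC30A1 were higher and MT1F lower (adjusted p = 0.0326 with an estimated correlation), with MT1G at 217 counts against 12 (24.4-fold, 13.7 to 47.9; modelled log2 4.57, and 5.46 without 293F 0 h replicate 2) and SLC30A1 at 2.08 (SE 0.07). The neuronal list passed as higher than other genes (adjusted p = 0.0326 with an estimated correlation), although 9 of 20 members were lower and 5 (ELAVL2, GAP43, INA, NEFL and NEFM) higher and the median (-0.45) and mean (-0.28) were negative. Of 79 ribosomal protein genes 74 were higher and RPL39 lower (median 0.73; adjusted p = 0.33 with an estimated correlation). Counts of the last 3 lists were the same adjusted over the list alone, and members of small counts were named after values were seen. TNC (5.58), COL3A1 (3.87), KLF4 (3.48) and NEFL (3.19) were higher. PAX2 (16.2-fold, 11.9 to 22.7), CHGA (40.6-fold, 18.4 to 111) and CHGB (20.7-fold, 12.2 to 38.3) were lower, as were CDH1 (-2.89, SE 0.15), IFIH1 (-2.98, SE 0.17), HSPA1A (-1.92), LRP2 (-1.59) and NQO1 (-1.52). ITGAM had 1 count, in replicate 2, against 18 in 293F (13.4-fold lower, 2.11 to 556), and its call ended without AC1.203 0 h replicate 1 (-2.93, adjusted p = 0.113) or 3 (-2.85, 0.131), or 293F 0 h replicate 2 (-2.71, 0.198) or 3 (-3.24, 0.0836).

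AC1.230 differed from 293F by 4958 called genes, 1791 higher and 3167 lower. NEFM was at 4015 ± 132 CPM (11.20, SE 0.11), PEG10 was 9.27 higher (SE 0.09), ZC3HAV1L was at least 567-fold higher, and CD3G, a T cell receptor subunit gene, had 1276 counts against 1, which was in 293F replicate 3 (1389-fold, 249 to 54904). LYPD1 (ENSG00000150551, chromosome 2, 132644853 to 132671579), AGGF1, OCIAD2 and FZD10 had no count in AC1.230 and were at least 5949-fold, 2405-fold, 1064-fold and 787-fold lower. Of 27 p53 targets 17 were higher and 8 lower, also adjusted over the list alone (median 0.52, adjusted p = 0.0475 with an estimated correlation), with TP53INP1 at 1.70 (SE 0.08), FAS at 1.40 (SE 0.07) and TP53I3 at -3.40 (SE 0.13). The neuronal list passed as higher (8 of 20 higher and 8 lower, also adjusted over the list alone; median 0.31, adjusted p = 0.0475 with an estimated correlation). Of 79 ribosomal protein genes 73 were higher (74 adjusted over the list alone) and 0 lower (median 0.71; adjusted p = 0.374 with an estimated correlation). COL3A1 (5.04, SE 0.09), TNC (4.94), KLF4 (3.72), NEFL (3.54) and MT1G (44.5-fold, 25.3 to 86.8; modelled log2 5.43, and 6.31 without 293F 0 h replicate 2) were higher. CDH1 was 782-fold lower (216 to 6464; 2 counts, both in AC1.230 replicate 2), PARP14 at least 318-fold, IFIH1 19.8-fold (15.4 to 26) and CHGA 17.7-fold (10.9 to 30.8; modelled log2 -4.12, and -4.90 without AC1.230 0 h replicate 1), and HMOX1 (-3.81), the sterol reductase gene TM7SF2 (-3.38), LRP2 (-2.81), PAX2 (-2.64), NQO1 (-2.57) and HSPA1A (-2.55) were lower.

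AC1P, the polyclonal line, differed from 293F by 5009 called genes, 1840 higher and 3169 lower. NEFM was at 3656 ± 156 CPM (11.06, SE 0.11), PEG10 was 9.12 higher (SE 0.09), and B3GALNT1 and ZC3HAV1L were at least 591-fold and 499-fold higher. FZD10, MGMT and the lysosomal galactosidase gene GALC had no count in AC1P and were at least 858-fold, 687-fold and 357-fold lower, and LYPD1 had 9 counts against 19426 (2162-fold lower, 1139 to 4728). Of 27 p53 targets 20 were higher and 4 (GADD45A, PMAIP1, TIGAR and TP53I3) lower, also adjusted over the list alone (median 0.77, adjusted p = 5.67e-07 with an estimated correlation), with TP53INP1 at 2.32 (SE 0.08), the BH3-only gene BBC3 at 1.83 (SE 0.06), ZMAT3 at 1.74 (SE 0.05) and TP53I3 at -1.76 (SE 0.11). Of 79 ribosomal protein genes 76 were higher and RPL17 lower, also adjusted over the list alone (median 0.84; adjusted p = 0.293 with an estimated correlation). Of 7 fibroblast markers COL3A1 and S100A4 were higher and COL1A1 (-1.59), DCN (-1.51) and LUM (-4.37) lower. These few members were named after values were seen. TNC (5.42), COL3A1 (3.94), KLF4 (3.68), NEFL (3.35) and MT1G (15.3-fold, 8.56 to 30.2; modelled log2 3.89, and 4.80 without 293F 0 h replicate 2) were higher. CDH1 (51.7-fold, 36.7 to 75.3), IFIH1 (46.2-fold, 32 to 69.3; modelled log2 -5.52, and -6.65 without AC1P 0 h replicate 2), CHGA (13.7-fold, 9.04 to 21.7), PAX2 (12.4-fold, 9.81 to 16) and CHGB (7.25-fold, 5.45 to 9.83) were lower, as were LRP2 (-3.33), NQO1 (-3.16), TM7SF2 (-3.04), HSPA1A (-2.74), HMOX1 (-1.99) and INSIG1 (-1.98).

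Of the 29 lists, 12, 10, 10 and 10 passed in AC1.112, AC1.203, AC1.230 and AC1P with the preset correlation, and 1, 4, 2 and 1 of these also with an estimated correlation, which are the lists described above. DESeq2 size factors turned the sign of a list's median only for G2/M genes in AC1.112, glycolysis genes in AC1.203, plasmid sequences in AC1.230 and the unfolded protein response in AC1P, all near 0. In AC1.230, of 7 fibroblast markers 4 were higher, COL3A1 among them, and COL1A1 (-1.32) and LUM (-2.49) lower, named after values were seen. Only lower kidney markers are named above for the lines. Of 18 kidney markers measured, 7 were higher and 8 lower in AC1.112, 6 and 6 in AC1.203, and 7 and 7 in AC1.230 and AC1P.

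The final comparison asked whether the response differed between the 5 lines. At 24 h the largest differences by p-value among moderately or highly expressed protein-coding genes separated 293F from the AC1 lines. The cholesterol synthesis gene HMGCS1 (ENSG00000112972, chromosome 5, 43289395 to 43313512) changed by -1.76 in 293F, from 944 ± 33.7 to 278 ± 1.48 CPM (SD, n = 3), and by -0.23 to -0.75 in the AC1 lines (interaction adjusted p = 1.26e-32). INSIG1 changed by -2.06 in 293F and by -0.29 to -1.23 elsewhere (1.01e-31). The chemokine receptor gene CXCR4 (ENSG00000121966, chromosome 2, 136114349 to 136118165) changed by -1.40 in 293F, from 210 ± 8.93 to 79.5 ± 0.952 CPM, and by 0.74 to 1.24 in the AC1 lines (3.84e-31). MYC changed by -1.29 in 293F, from 242 ± 9.21 to 98.7 ± 1.06 CPM, and by 0.02 to 0.39 in the AC1 lines (3.02e-30). The F test with 4 degrees of freedom called 9443 genes (44.5% of those tested).

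At 72 h the response differed between lines for 5133 genes (24.2%). H1-2 was higher by 3.75 in AC1.203 and 3.28 in 293F, 1.99 in AC1.230, 1.24 in AC1.112 and 0.88 in AC1P (interaction adjusted p = 2.89e-27). The transferrin receptor gene TFRC (ENSG00000072274, chromosome 3, 196027183 to 196082189) changed by -1.0 in 293F and -0.39 in AC1.203 and by 0.46 in AC1P, 0.38 in AC1.112 and 0.18 in AC1.230 (1.2e-24). DHRS2 was higher by 2.75 in AC1.203 and by 0.54 to 1.67 in the others (2.28e-21). CXCR4 changed by -0.87 in 293F and 0.44 to 0.98 in the AC1 lines (1.08e-21), and its call ended without 293F (adjusted p = 0.0513). Leaving out lines, an alternative chosen after seeing the data, left 1957 genes without 293F and 4252 to 4492 without any other line.

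**Figure D4:**
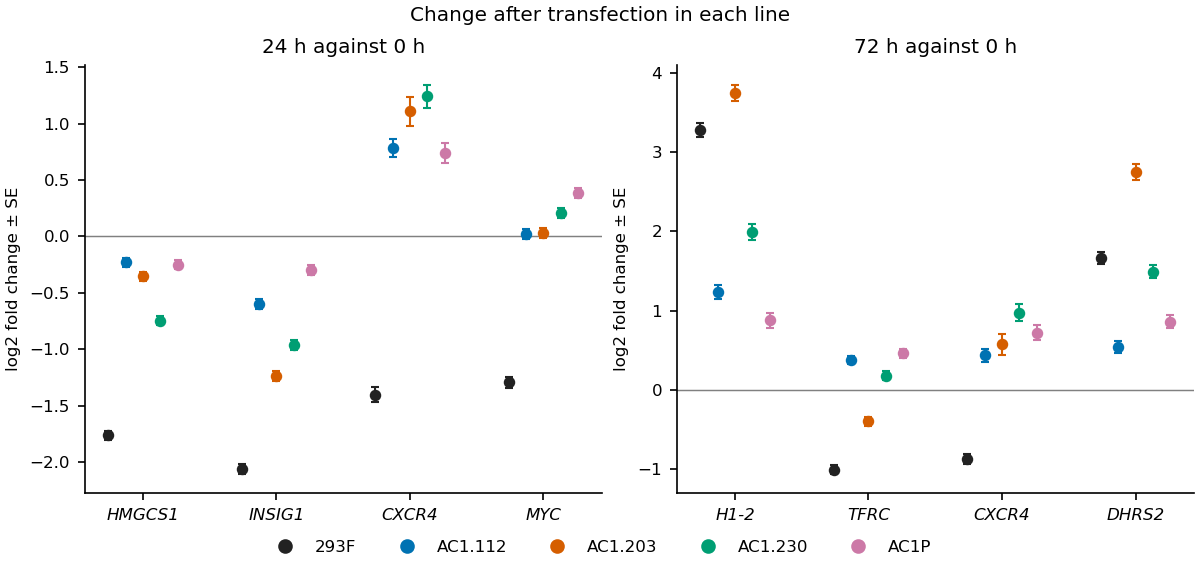
Log2 fold change ± SE against 0 h in each of the 5 lines for the 4 genes named by the smallest interaction p at 24 h and at 72 h. CXCR4 lies below 0 in 293F at both times (-1.40 and -0.87) and above 0 in the 4 AC1 lines.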

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

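The tests by other splits for the time and line comparisons, both tests of HBB and the leaving out of lines were chosen only after the result was seen. The response to transfection differed between the 5 lines by the test of the difference itself for 9443 genes at 24 h and 5133 at 72 h. For 58 of the genes described at 24 h this test was read gene by gene. It passed for 41, with the edgeR adjusted p, by gene, GADD45B (1.42e-09), RSRP1 (0.0304), DNAH17 (6.41e-10), STC2 (0.00076), H2BC12L (1.41e-14), ENSG00000274559 (1.5e-14), ID3 (9.37e-08), ID2 (1.54e-09), CDH3 (6.34e-11), COL3A1 (6.26e-14), COL5A1 (8.72e-09), INSIG1 (1.01e-31), HSD17B8 (4.34e-09), CXCL10 (0.0373), CCL20 (0.0307), FOSB (5.63e-07), H2BC5 (2.9e-20), H1-3 (0.00967), CHAC1 (4.12e-08), HSPA6 (0.00217), UBE2C (0.00973), PTTG1 (0.00203), BST2 (8.37e-05), TRIM22 (9.79e-10), RRP12 (3.24e-18), RRS1 (8.43e-09), STMN4 (0.00491), NEFH (2.29e-05), SNCG (0.0122), PIR (0.0113), RPL3 (1.54e-14), RPL13A (2.24e-11), UQCRC2 (1.08e-06), SESN2 (4.84e-17), CDKN1A (5.57e-17), HMGCS1 (1.26e-32), CXCR4 (3.84e-31), MYC (3.02e-30), MT-ND3 (0.00224), SLC30A1 (3.94e-14) and MT1G (0.000184). The other 17 (CLK1, MEX3B, CXCL11, CXCL2, H3C6, IRF9, EPSTI1, ELAVL3, DCN, HMOX1, HBB, CGAS, COX8A, H3C12, CD14, ITGAM and MT-ND6) did not pass, with adjusted p from 0.0563 to 0.833. At 72 h it passed for 28 of 52, DNAH17 (4.68e-06), H1-2 (2.89e-27), HIST2H2AA4 (8.66e-10), SLC30A2 (1.44e-09), DHRS2 (2.28e-21), ID2 (3.58e-12), H4C8 (1.22e-09), H4C5 (0.00327), IL6 (0.0108), CCL5 (0.000505), FOSB (6.05e-05), DUSP6 (0.0177), ZFP36 (0.0133), HMMR (1.27e-05), GDF15 (2.79e-05), RPS3A (0.0102), PLK3 (5.03e-05), SESN2 (0.000171), STMN4 (0.0014), NEFH (0.0284), E2F2 (0.015), INSIG1 (8.62e-10), PGK1 (4.62e-06), TFRC (1.2e-24), CXCR4 (1.08e-21), COL3A1 (0.00864), MT1X (1.12e-06) and MT1G (1.57e-05). The other 24 (RSRP1, SEC31B, GOLGA8A, H3C6, IL1A, CXCL10, UBE2C, IRF9, ISG20, CGAS, CHAC1, HSPA6, NDUFA4, NDUFA2, ELAVL3, TUBB3, POLE2, VEGFA, HBB, HBA1, HBA2, CD14, ITGAM and PDGFRB) had adjusted p from 0.0918 to 0.964. HBB had 1 count over the 15 libraries at 0 h, which leaves its fold change in each line poorly defined. The test therefore cannot decide whether its response differed between lines. From summed counts, HBB was at 17.3 CPM in 293F and 0.774 CPM in AC1P at 24 h.

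Other splits of the same libraries were counted for each comparison. Of 100 splits, 1, the real one, gave as many genes at 24 h (764, highest other 186), at 72 h (1364, highest other 434) and for 72 h against 24 h (931, highest other 197). Chance spread between these libraries can therefore be excluded for these time comparisons. The real split also gave the most genes for the 24 h interaction (9443, highest other 3361) and the 72 h interaction (5133, highest other 2563). Other splits for an interaction mix libraries that differ by line or time, which widens the spread within groups. For the interactions the splits therefore cannot decide whether chance spread is the cause. Chance differences between cultures cannot be excluded for any comparison, since the labels do not say that libraries of a group came from separate cultures. For the lines against 293F there are 10 splits, too few for a share under 0.05. The real values were 4987 in AC1.112, 4038 in AC1.203, 4958 in AC1.230 and 5009 in AC1P, and the highest others 1, 2, 0 and 29.

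Of the genes called at 72 h, 96.7% were higher. With every library thinned to the smallest total the share was 97.8%, which argues against depth, and 376 olfactory receptor genes gained 0.13% per kb of exon of the median gain of the genes that were higher (-0.65 to 0.91% by line), which argues against genomic DNA. Genes inside an expressed gene on the same strand were higher about as often as other genes of like abundance (odds ratio 0.913, 95% interval 0.696 to 1.2), which argues against unspliced host RNA as the whole cause. The strand setting of the counts is not known. For genes inside an expressed gene on the other strand the odds ratio was 0.619 (0.465 to 0.825), with no excess either. Time in culture, medium, reagent and plasmids stay open together, since no mock-transfected library was analysed here.

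HBB had counts in all 30 libraries taken after transfection. HBD, HBG1, HBG2 and HBE1, its neighbours in the beta-globin cluster, together gained -1.45% of the gain of HBB at 24 h, which argues against a switching on of that cluster. HBA1 and HBA2, of the alpha cluster, did rise. A candidate explanation is HBB sequence on a transfected plasmid, such as an intron or a polyadenylation signal, which cannot be told apart from expression of the gene because plasmid sequences were not analysed here.

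The line-dependent response at 72 h was weighed against depth and against 293F alone. With every library thinned to the smallest total 4369 genes differed between lines, which argues against depth as the whole cause. Without 293F 1957 genes still differed, which argues against 293F as the only line that responds differently. Leaving out any other line left 4252 to 4492, so the fall to 1957 is particular to 293F and not to the use of 4 lines. A difference between clones in their response, or in how many cells took up plasmid, stays open and was not tested.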

How the results depend on the processing

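The thinning to the smallest total and the leaving out of whole lines were chosen after seeing the data. The number of genes called stayed within 1.5 times its value in all 9 comparisons with DESeq2, DESeq2 size factors, no filter on low counts and thinning, and wherever only the groups compared were fitted. With each line left out in turn it did so for the 3 time comparisons and the 24 h interaction, and the 72 h interaction without 293F had 1957 genes against 5133 (4252 to 4492 without another line). With no minimum fold change, 11301 genes passed at 24 h, 12777 at 72 h and 12414 for 72 h against 24 h, and 13501, 12407, 13436 and 13542 in AC1.112, AC1.203, AC1.230 and AC1P, since that setting only lifts a threshold. It moved the share of higher calls from 65.6% to 48.4% at 24 h, from 96.7% to 50.7% at 72 h and from 94.95% to 50.6% for 72 h against 24 h. With an estimated correlation 35 of the 85 tests of gene lists passed; the cause was not tested. The overlap of 24 h and 72 h changes was 307 genes with the 0 h libraries split, against 362.

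Leaving out each of the 45 libraries in turn gave 791 to 853 genes at 24 h, 1374 to 1509 at 72 h and 955 to 1100 for 72 h against 24 h. It gave 4799 to 5098 in AC1.112, 3888 to 4108 in AC1.203, 4866 to 5091 in AC1.230 and 4716 to 5153 in AC1P, and 8987 to 9580 and 4187 to 5636 for the interactions at 24 h and 72 h. The smallest group then has 2 libraries, so 21774 to 21899 genes were tested. Over all 550 gene and comparison pairs of the naming rule, 543 passed at an adjusted p under 0.05. Of these, 505 stayed under it with the same sign in every setting, 38 did not in at least 1 (33 by leaving out a single library), and 0 reversed. Of the 234 pairs described, 217 kept their call in this sense and 17 lost it. No minimum fold change entered these counts, so a kept gene can fall below the log2 minimum of 1. DNAH17 at 24 h, for example, counted as kept with a log2 fold change as low as 0.70.

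Replicate numbers shared between groups did not pair the libraries. Deviations from group means correlated at 0.0307 on average between libraries of a line with the same number and at -0.0155 with other numbers, and 16 of 45 libraries correlated best with a library of their own number. With the replicate number as a block, 736, 1330 and 916 genes were called for the time comparisons, 4979, 4041, 4946 and 4998 for AC1.112, AC1.203, AC1.230 and AC1P, and 9425 and 5234 for the interactions. Depth limits the size of changes against groups at 0 counts, of which there was at least 1 in 146 of the genes called at 24 h and 227 at 72 h.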

Other observations

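The test of long noncoding genes in this part was chosen only after the result was seen. Several gene groups not yet described differed in the same direction between several AC1 lines and 293F before transfection. The 293F libraries are shared by these comparisons, so the agreement between lines is not independent. Ribosome biogenesis genes were higher in AC1.112 (26 of 36 higher, 6 lower), AC1.203 (22 and 7), AC1.230 (27 and 3) and AC1P (22 and 7), and passed with the preset correlation in each (adjusted p = 0.233, 0.51, 0.209 and 0.559 with an estimated correlation). Adjusted over the list alone the counts were the same except for 27 and 4 in AC1.230. Genes of cholesterol and fatty acid synthesis were lower in AC1.112 (23 of 34 lower, 9 higher), AC1.230 (17 and 13) and AC1P (22 and 6), with adjusted p = 0.233, 0.374 and 0.102 with an estimated correlation (24 and 10 adjusted over the list alone in AC1.112, the same in the others). Genes of the oxidative stress response were lower in AC1.112 (11 of 19 lower, 5 higher), AC1.230 (12 and 4) and AC1P (11 and 3), with adjusted p = 0.302, 0.107 and 0.293 with an estimated correlation. Adjusted over the list alone these were 11 and 6, 12 and 5, and 11 and 4, and TXN and GSR were among the higher genes in each line, named after values were seen. Heat shock genes were lower in the same 3 lines (15 of 24 lower in each, and 5, 4 and 5 higher), with adjusted p = 0.401, 0.614 and 0.559 with an estimated correlation (16 in AC1.230 adjusted over the list alone, the same in the others). In AC1.203, 6 of 7 fibroblast markers were higher and COL1A1 lower, named after values were seen (the same adjusted over the list alone; median 1.15, adjusted p = 0.0509 with an estimated correlation).

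The distances between lines hardly moved during production. The root mean square log2 difference between AC1P and AC1.112, the closest pair, was 0.53 at 0 h, 0.56 at 24 h and 0.53 at 72 h, and between AC1.230 and 293F, the pair farthest apart at 0 h, 1.22, 1.19 and 1.18. The share of counts on the mitochondrial chromosome was 3.17% ± 0.361 at 0 h, 3.18% ± 0.585 at 24 h and 3.66% ± 0.40 at 72 h (SD, n = 15). These means hide opposite moves from 0 h to 24 h, from 2.855% to 3.524% in 293F and 3.2% to 3.887% in AC1P, and from 3.221% to 2.775% in AC1.112, 3.573% to 3.146% in AC1.203 and 2.992% to 2.562% in AC1.230 (means, n = 3). These values were not tested.

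A hypothesis was that the low-abundance genes higher at 72 h are reached by transcription running on past the end of an expressed neighbour. Among 6012 genes with a mean log2 CPM under 0, 1007 of them called higher, the odds ratio of being higher for a gene within 10 kb after an expressed gene on the same strand was 1.46 (95% interval 1.2 to 1.77), stratified by abundance. It was 1.40 (1.09 to 1.79) for a gene that lies before such a gene, and the intervals of the 2 sides overlapped. Running on predicts an excess on the first side alone, so this argues against it as the whole cause. A second hypothesis was that noncoding genes gained more often than coding genes of like abundance. The odds ratio was 0.73 (0.637 to 0.838), so long noncoding genes were higher less often than protein-coding genes of like abundance. Without matching for abundance the direction was the opposite. Among the 18478 long noncoding and protein-coding genes, long noncoding genes then made up 37.99% of the 1074 called higher and 16.62% of the others.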
